# Genome-wide characterization of lncRNAs and mRNAs in muscles with differential intramuscular fat contents

**DOI:** 10.3389/fvets.2022.982258

**Published:** 2022-08-08

**Authors:** Yuanlu Sun, Xu Lin, Qian Zhang, Yu Pang, Xiaohan Zhang, Xuelian Zhao, Di Liu, Xiuqin Yang

**Keywords:** meat quality, lncRNA, fat deposition, CREB1, adipogenesis

## Abstract

Meat quality is one of the most important traits in pig production. Long non-coding RNAs (lncRNAs) have been involved in diverse biological processes such as muscle development through regulating gene expression. However, studies on lncRNAs lag behind and a comparatively small number of lncRNAs have been identified in pigs. Also, the effects of lncRNAs on meat quality remain to be characterized. Here, we analyzed lncRNAs in longissimus thoracis (LT) and semitendinosus (ST) muscles, being different in meat quality, with RNA-sequencing technology. A total of 500 differentially expressed lncRNAs (DELs) and 2,094 protein-coding genes (DEGs) were identified. Through KEGG analysis on DELs, we first made clear that fat deposition might be the main reason resulting in the differential phenotype of LT and ST, for which cGMP–PKG and VEGF signaling pathways were the most important ones. In total, forty-one key DELs and 50 DEGs involved in the differential fat deposition were then characterized. One of the key genes, cAMP-response element binding protein 1, was selected to confirm its role in porcine adipogenesis with molecular biology methods and found that it promotes the differentiation of porcine preadipocytes, consistent with its higher expression level and intramuscular fat contents in LT than that in ST muscle. Furthermore, through integrated analysis of DELs and DEGs, transcription factors important for differential fat deposition were characterized among which BCL6 has the most target DEGs while MEF2A was targeted by the most DELs. The results provide candidate genes crucial for meat quality, which will contribute to improving meat quality with molecular-breeding strategies.

## Introduction

Meat quality is one of the most important economic traits in pig breeding. With the improvement of living standards, people have paid more and more attention to meat quality. Meat quality parameters determining the visual appearance of meat, such as color, tender, water holding capacity, etc., have become crucial for consumer acceptability, which is an incentive for pig breeders and farmers to improve meat quality. However, meat quality is a comprehensive indicator and most of the traits have low-to-moderate heritability (1, 2). In addition, some items of meat quality are negatively correlated with lean meat percentage and growth traits. Thus, it is difficult to improve meat quality through traditional methods. Molecular-breeding strategies such as marker-assisted selection, gene modification, etc., should be preferred means for which revealing the mechanisms underlying meat quality is the prerequisite.

Numerous efforts have focused on meat quality. It has been shown that *RN, RYR1, PHKG1, IGF2*, and *RAKG3* are major genes controlling meat-quality traits (2–6) and various candidate genes were identified as well (7–9). The development of next-generation sequencing technology made it convenient and efficient to identify candidate genes, especially novel and/or low-abundance transcripts such as long non-coding RNAs (lncRNAs), at the genome-wide level.

Long non-coding RNAs are a class of RNAs with more than 200 nucleotides in length. It was initially identified as mRNA-like transcripts with no protein-coding capability (10). LncRNAs engage in diverse biological processes through regulating gene expression at transcriptional, translational, and post-translational levels (11). LncRNA profiling has been made at a genome-wide level in skeletal muscles and differentially expressed lncRNAs (DELs) were identified with RNA-sequencing (RNA-seq) technology (12–14). But compared to that in humans and mice, studies on lncRNAs lag behind and there are numerous classes of lncRNAs to be identified in pigs. Also, the effects of lncRNAs on meat quality remain to be characterized.

Min pig is a Chinese indigenous breed and excellent in meat quality. Longissimus thoracis (LT) and semitendinosus (ST) exhibit differences in many parameters of meat quality such as tenderness and lightness value (15). Intramuscular fat (IMF) content, correlated positively with meat quality, is also different between LT and ST muscles (16). In addition, LT and ST samples from the same pig can avoid the influence of individual differences and be compared stringently to reveal mechanisms underlying their differential phenotype. Thus LT and ST muscles are good materials for clarification of mechanisms underlying meat quality. To the best of our knowledge, no studies were found aimed at identifying candidate lncRNAs for meat quality in LT and ST muscles. Here, lncRNA profiling was made in LT and ST muscles to characterize DELs with RNA-seq technology, and key lncRNAs and protein-coding genes involved in the formation of fat deposition were found. The results will contribute to further revealing mechanisms underlying meat quality.

## Materials and methods

### Animals, samples, and RNA isolation

Min pigs, a Chinese local pig breeds, were used here and obtained from the Institute of Animal Husbandry, Heilongjiang Academy of Agricultural Sciences, Harbin, China. LT and ST muscles were sampled from three 210-day-old individuals for RNA-seq analysis. Fat tissues were collected from new born piglets for isolating preadipocytes. Total RNA was isolated with TRIzol reagent (Invitrogen, CA, USA), assessed with agarose gel electrophoresis, and quantified with a Nanodrop 2000 (IMPLEN, CA, USA). All the procedures of animal treatment were strictly based on the protocol of the Animal Care Committee of Northeast Agricultural University.

### Library construction and sequencing

Library preparation and RNA-sequencing were performed by Frasergen Inc. (Wuhan, China). In brief, three μg total RNA per sample was used for library construction. rRNA was first removed with Epicentre Ribo-zeroTM rRNA Removal Kit (Epicentre, Madison, WI, USA), and purified with ethanol precipitation. Next, sequencing libraries were constructed with NEBNext^®^ UltraTM Directional RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) according to the manufacturer's instructions. Then, 150–200 bp long cDNA fragments were selected with the AMPure XP system (Beckman Coulter, Brea, CA, USA). After being treated with USER Enzyme (NEB), PCR was performed with High-Fidelity DNA polymerase, and the products were purified with the AMPure XP system (Beckman Coulter). Afterward, the index-coded samples were clustered on a cBot Cluster Generation System with TrueSeq PE Cluster Kit v3-cBot-Hs (Illumina) based on the manufacturer's instructions. At last, the libraries were sequenced on an Illumina Noveseq platform.

### Raw data processing

Raw reads were first filtered and trimmed using SOAPnuke with –lowQual = 20, –nRate = 0.005, and –qualRate = 0.5 to obtain clean reads. Q20, Q30, and GC contents of the clean reads were calculated by SOAPnuke. Paired-end clean reads were mapped to the reference genome (Sus scrofa 11.1, http://asia.ensembl.org/Sus_scrofa/Info/Index) using HISAT2 (2.1.0) and the coverage of RNA-seq reads was calculated by geneBody_coverage.py script of RSeQC software. Then, mapped reads were assembled using StringTie software in a reference-based approach. The expression level of transcripts was measured with fragments per kilobase of transcript per million fragments (FPKM) mapped, and those with FPKM > 0.1 in at least one sample were used for further analysis.

### LncRNA characterization

Novel lncRNAs were identified by using CNCI (parameters: –m –p 1), CPC2 (default parameter), and PLEK (parameters: –thread 4 –min length 200) softwares simultaneously, and those without coding potential by all of the three tools were considered as candidate lncRNAs. Differentially expressed lncRNAs (DELs) were screened with criteria: the absolute log2(fold change) > 1 and *p*-value < 0.05. Heatmap was plotted by online tools (https://www.bioinformatics.com.cn). To explore the function of lncRNAs, *cis*-target protein-coding genes were predicted within 100,000 bp upstream and downstream of lncRNAs, and they were subjected to Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis.

### mRNA characterization

Differentially expressed mRNAs (DEmRs) were characterized with the same criteria as that for DELs, that is, | log2(fold change) | > 1 and *p*-value < 0.05. Search Tool for the Retrieval of InteractingGenes/Proteins (STRING) was used to reveal the interaction among the differentially expressed protein-coding genes (DEGs), and Cytoscape (Version 3.7.1) was used to visualize the relationship. Based on the minimum required interaction score of 0.7, the network was constructed, of which the core subnetwork was characterized by the radiality analysis. Radiality calculates the correlation between target genes and all nodes, namely, directly and indirectly related nodes, the rank of genes represents the degree of importance of genes in the protein–protein interaction (PPI) network more comprehensively. Parameter as follow: Crad (V)=[∑wϵv ΔG+1-dist(v,w) ]/ *n*-1 (ΔG represents diameter, dist(v,w) represents distance from any node to V, and *n* means total nodes). Transcription factors (TFs) were identified through searching the AnimalTFDB database (http://bioinfo.life.hust.edu.cn/ AnimalTFDB/, version 3.0) with hmmscan program. Target genes of TFs were predicted with Cistrome DB program (http://cistrome.org/db, accessed on 15 April 2022) with a score > 3, and TF-DEG pairs with a Pearson correlation coefficient in expression level > 0.8 were selected for further analysis.

### Real-time quantitative PCR

Reverse transcription (RT) was performed with the PrimeScript^TM^ RT Reagent Kit (TaKaRa, Dalian, China) to synthesize cDNA according to the manufacturer's instructions. Real-time quantitative PCR (qPCR) was conducted with ChamQ Universal SYBR qPCR Master Mix (Vazyme, Nanjing, China) according to the manufacturer's instructions, each with three replicates. β-actin gene was used as a reference and 2–ΔΔCt (17) method was used to calculate the relative expression level of target genes. Primers used in qPCR was given in Supplementary Table S1.

### Preadipocyte culture, differentiation, and oil red O staining

Primary preadipocytes culture and differentiation induction were described previously (18). Briefly, subcutaneous fat tissues were sampled from the newborn Min pigs and digested with 0.1% type I collagenase (Invitrogen), and then filtered through 400-mesh filters. The cells obtained were cultured in DMEM/F12 medium (Dulbecco's modified Eagle's medium/Nutrient Mixture F-12) containing 10% fetal bovine serum (FBS) and 1% penicillin–streptomycin. The medium was changed every 2 days.

For differentiation induction, cells were first cultured in DMEM/F12 medium supplemented with 10% FBS, 0.5 mmol/L 3-isobutyl−1-methylxanthine, 1 μmol/L dexamethasone and 5 μg/ml insulin for 2 days and then transferred into DMEM/F12 medium containing 10% FBS and 5 μg/ml insulin to maintain the differentiation.

The adipocytes were stained with an Oil Red O kit (Leagene, Beijing, China), and then viewed under a light microscope and photographed (Carl Zeiss AG, Jena, Germany). Cellular Oil Red O was then isolated with isopropanol and quantified with optical absorbance at 510 nm.

### Transiently transfection

The coding sequence of the porcine cAMP-response element-binding protein 1 (CREB1) gene was amplified and subcloned into the pCMV-HA vector at enzyme sites EcoRI and XhoI to construct overexpression plasmids. SiRNA sequences were designed and synthesized by General Biol (Anhui, China) to knock down the expression of *CREB1* in preadipocytes. The optimal siRNA sequence, selected through preliminary experiments, was given in Supplementary Table S1. In total, 30 nmol/μl of siRNA or 0.5 μg of overexpression plasmids were transiently transfected into preadipocytes with Lipofectamine 2000 reagent (Invitrogen) according to the manufacturer's instructions. At 24 h after transfection, the cells were induced to differentiation. The cell culture medium was changed every 2 days and at 8 days post-induction, cells were stained with Oil Red O or collected to measure the expression of the adipogenic marker gene, peroxisome proliferator-activated receptor (PPAR)γ and CCAAT/enhancer-binding protein (C/EBP)α, with the qPCR method.

### Statistical analysis

All the experiments were repeated at least three times independently, each with triplicate. Data were given as mean ± standard error. SPSS 19.0 software was used to analyze the data. The Student's *t*-test was performed to compare the difference between the two groups. A *p* < 0.05 was considered to be statistically significant. Significant difference was indicated with ^*^ (*p* < 0.05) and ^**^ (*p* < 0.01).

## Results

### Overview of lncRNA sequencing

After filtering out redundant and low quality reads, 65.36 and 68.66 million clean read pairs were obtained in LT and ST muscles on average, respectively, comprising at least 98% of Quality 20 (Q20) reads and 94.4% of Q30 reads. 

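LT and ST muscles of 3 Min pigs were sequenced after removal of rRNA, which gave 6 libraries, 3 per muscle. LT and ST samples with the same replicate number came from the same pig. The authors deposited 1 value per transcript and library, in FPKM, which scales the fragments of a transcript by its length and by all mapped fragments of the library, for transcripts assembled on Sus scrofa 11.1. The number of clean read pairs ranged from 57934596 to 77950256 in LT and from 60291238 to 78848894 in ST. Read counts per transcript were not used here, so no counting interval was computed for single transcripts. The GC content of the clean reads was 51.9% ± 0.835 (SD, n = 3) in LT and 49.87% ± 0.309 (SD, n = 3) in ST, with no overlap between the muscles. Mitochondrial transcripts made up 3.49% ± 0.688 (SD, n = 3) of the fragments in LT and 7.56% ± 1.24 (SD, n = 3) in ST. LT and ST were compared with limma on log2(FPKM + 0.1), for transcripts with FPKM above 0.1 in at least 1 library, and the p-values were adjusted over all 52102 transcripts tested. FPKM was also summed over the transcripts of each protein-coding gene, and 19679 genes were tested in the same way.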

In each sample more than 94.9% clean reads were mapped to reference genome (Sus scrofa 11.1) (Supplementary Table S2-1).

A total of 13,635 lncRNAs and 38,468 mRNAs were obtained. 

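The files list 14432 lncRNA and 58079 mRNA transcripts. FPKM was above 0.1 in at least 1 library for 13635 lncRNAs and 38467 mRNAs. Of these lncRNAs, 3350 (24.6%) passed that level in 1 library alone, and 2912 (21.4%) passed it in all 6 libraries. Among the mRNAs, 4628 (12%) passed it in 1 library alone and 20308 (52.8%) in all 6.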

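Of the lncRNAs with FPKM above 0.1 in at least 1 library, 1198 carried an Ensembl identifier and 12437 (91.21%) were assembled without a matching annotation. Of the mRNAs, 28995 were annotated and 9472 (24.62%) were not.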

Among them, 12,437 lncRNAs were novel as identified by CNCI, CPC, and PLEK programs, and 9473 mRNAs were novel, accounting for 91.21 and 24.63% of total lncRNAs and mRNAs, respectively (Supplementary Table S2-2). 

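The files assign each unannotated lncRNA to 1 of 3 classes. Intronic lncRNAs numbered 7935 (63.8%), lincRNAs, which lie between genes, numbered 2949 (23.71%), and antisense lncRNAs numbered 1553 (12.49%). The median FPKM was 0.148 for the intronic class, 0.102 for lincRNAs and 0.116 for the antisense class.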

The majority of the novel lncRNAs were intronic, and antisense lncRNAs were the least (Figure 1A). 

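The spliced length of the unannotated lncRNAs had a median of 760 bp and a mean of 1168 bp, from 201 to 31717 bp. Their exon number had a median of 3 and a mean of 4.48, from 2 to 66, and 34.7% of them had the lowest number of exons. The annotated lncRNAs were longer, with a median of 2368 bp, and had a mean of 3.25 exons.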

The novel lncRNAs ranged from 201 to 31,717 bp in length with an average of 1,168 bp, and were composed of 2–66 exons with an average number of 4.5 (Supplementary Table S2-3). 

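Over all expressed lncRNAs the median length was 835 bp, against 3172 bp for the mRNAs. The first quartile and the third quartile of the lengths lay at 435 and 1580 bp for lncRNAs and at 1930 and 5034 bp for mRNAs. The median exon number of the mRNAs was 10. With all transcripts of the files included, whatever their FPKM, the median lengths were 881.5 bp for lncRNAs and 3037 bp for mRNAs.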

In general, lncRNAs are shorter than mRNAs in length and composed of fewer exons. 

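The median FPKM of the lncRNAs lay between 0.113 and 0.149 in the 6 libraries, and that of the mRNAs between 0.435 and 0.533. The ratio of the median of mRNAs to that of lncRNAs was 3.8 ± 0.328 (SD, n = 6 libraries), with 3.27 as the lowest value. Without a filter on FPKM, the ratio was 2.25 ± 0.187 (SD, n = 6). Transcripts with FPKM above 1 made up 5.82 to 6.63% of the lncRNAs and 36.2 to 39.6% of the mRNAs.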

The distributions of exon number and length of lncRNAs and mRNAs were shown in Figures 1B,C. The expression level of lncRNAs is lower than that of the mRNAs (Figure 1D). Although the abundance of unique lncRNAs is much lower than that of mRNAs in chromosomes, they have similar distribution: both the lncRNAs and mRNAs were mainly distributed on chromosomes 1 and 6 (Figure 1E).

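Chromosome 6 carried the most expressed lncRNAs (1265) and the most expressed mRNAs (3824). The next chromosomes were 1 with 1224 and 2 with 1009 lncRNAs. For mRNAs, chromosome 2 with 3435 stood above chromosome 1 with 3349. Counted per Mb up to the last listed transcript, chromosome 12 was the densest of the nuclear chromosomes, with 11.0 lncRNAs and 35.7 mRNAs per Mb. Chromosome 1 had 4.46 lncRNAs and 12.2 mRNAs per Mb.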

**Figure 1:**
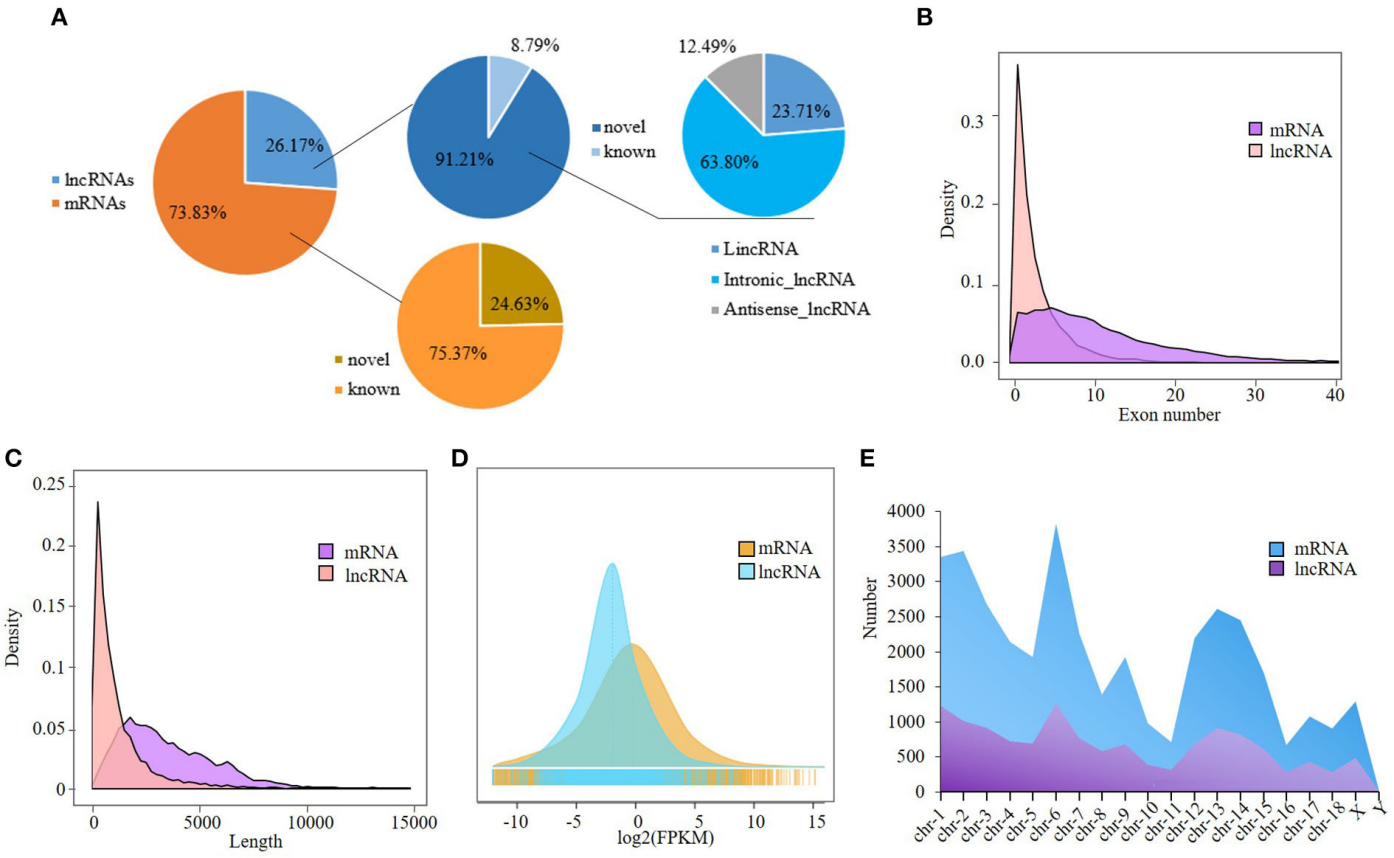
Analysis of RNA-seq data. **(A)** Classification of lncRNAs and mRNAs; **(B,C)** Transcript length and exon number distribution of the lncRNAs and mRNAs; **(D)** Distribution of the lncRNAs and mRNAs in chromosomes; **(E)** Expression level distribution of the lncRNAs and mRNAs.

### Differentially expressed lncRNAs and their functions

To identify lncRNAs involved in the differential phenotype of two muscles, RNA-seq was performed and a total of 500 DELs were obtained with 245 upregulated and 255 downregulated in ST compared with LT muscle (Supplementary Table S3-1). 

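In the limma comparison of ST with LT, 2 of 13635 lncRNAs had an adjusted p under 0.05 and an absolute log2 fold change above 1. Both were higher in ST. LNC_009470, an intronic lncRNA on chromosome 6 from 81522329 to 81526931, was listed at 0 in all LT libraries and had FPKM of 7.31, 5.88 and 8.06 in ST (adjusted p = 0.00185 from limma). An RPL11 mRNA, ENSSSCT00000045795, lies within this span, from 81522726 to 81526928. It was also listed at 0 in LT and had FPKM of 562, 298 and 638 in ST. LNC_009470 and this mRNA are therefore not separate loci. LNC_006037, an intronic lncRNA on chromosome 2 from 40218922 to 40240615, was listed at 0 in LT and had FPKM of 10.7, 6.96 and 39.6 in ST (adjusted p = 0.0213 from limma). Leaving out ST replicate 2 moved the number of lncRNAs most, to 12. With the pig number as a block, the number was 0, with 696 lncRNAs past an unadjusted p of 0.05 and the same fold change. The paper's Methods name no block. The residual correlation between samples of the same pig was 0.0824 on average, and that between different pigs was -0.0412. The second value follows from the first, since each muscle was centred on its mean. Under an unadjusted p of 0.05 and the same fold change, 764 lncRNAs passed, 399 higher and 365 lower in ST. Of 13635 lncRNAs, 895 had an unadjusted p under 0.05, where 681.8 are expected by chance.

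The values of the 500 DELs in Supplementary Table S3-1 equal those of the files for every library. In the limma comparison, 500 of them had the direction the paper lists, 345 (69%) had an unadjusted p under 0.05, and 2 had an adjusted p under 0.05. Adjusted over the 500 alone, 272 had a p under 0.05, but these were the paper's own calls on the same data. LT and ST values did not overlap for 383 of the 500 (76.6%), and 389 changed in the same direction in all 3 pigs.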

Among the DELs, 108 were specific to ST tissue and 100 were specific to LT tissue (Figures 2A,B). 

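Among the DELs of Supplementary Table S3-1, 108 had FPKM of 0 in all LT libraries and 100 had FPKM of 0 in all ST libraries. Of these 208 lncRNAs, 105 were above 0 in all 3 libraries of the other muscle, 22 in 2 libraries, and 81 (38.9%) in 1 library alone. The highest FPKM of each of the 208 had a median of 0.496. When FPKM of 0.1 or less was taken as not expressed, 187 DELs were at that level in all LT libraries and 160 in all ST libraries.

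**Figure D1:**
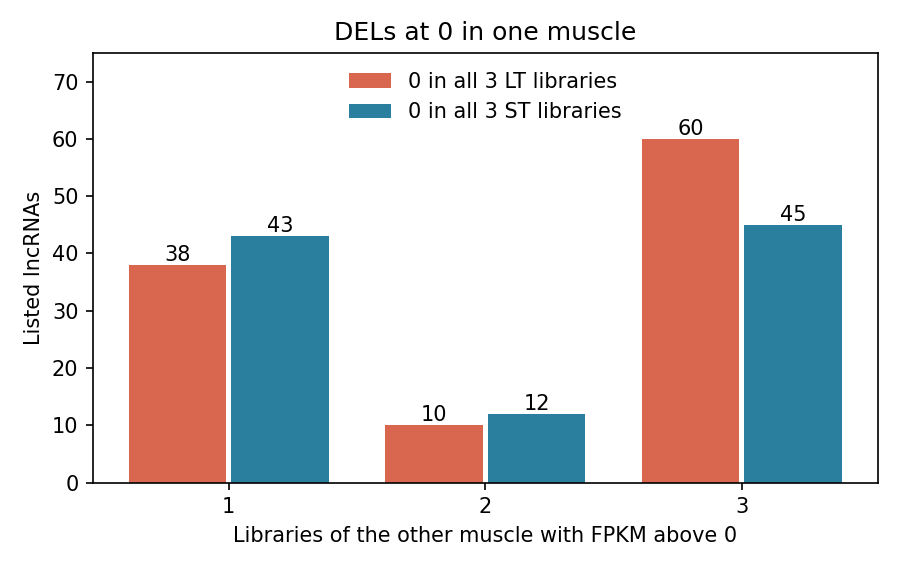
Number of DELs with FPKM of 0 in all 3 libraries of one muscle, by the number of libraries of the other muscle in which FPKM was above 0. The bars for 1 library hold 38 DELs at 0 in LT and 43 at 0 in ST, and the bars for 3 libraries hold 60 and 45.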

Heatmap of top DELs were shown in Figure 2C. 

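ENSSSCT00000066501, a lncRNA of 1938 bases on chromosome 10, had FPKM of 4.28 ± 1.24 (SD, n = 3) in LT and 15.5 ± 8.85 (SD, n = 3) in ST, a log2 fold change of 1.74 (standard error 0.43, adjusted p = 0.307 from limma). ENSSSCT00000080343, which the files place in the gene PAIP2B on chromosome 3, had FPKM of 0.442 ± 0.0854 (SD, n = 3) in LT and 1.09 ± 0.251 (SD, n = 3) in ST, a log2 fold change of 1.12 (standard error 0.31). ENSSSCT00000082437 on chromosome 10 had a log2 fold change of -2.21 (standard error 0.56), and its FPKM fell from 1.30 ± 0.656 (SD, n = 3) to 0.192 ± 0.117 (SD, n = 3). ENSSSCT00000084444 on chromosome 10 had a log2 fold change of -0.63 (standard error 0.34). It was not among the listed DELs. LOC102167757 has no entry under that name in the files. The lncRNA ENSSSCT00000089262, which overlaps that locus on chromosome 5 and was matched to it by position, had a log2 fold change of -1.54 (standard error 0.45). For these 5 lncRNAs the LT and ST values did not overlap, and each gave a p of 0.1 in a 2-sided exact permutation test, the smallest that 3 against 3 libraries allow. The adjusted p-values of the other four lay between 0.319 and 0.598.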

The differential expression of five DELs was validated by real-time quantitative PCR (qPCR) and consistent results were obtained except for one lncRNA, ENSSSCT00000080343. It has a tendency to increase in ST compared with LT, but the difference was not as obvious as that in RNA-seq (Figure 2D). The results indicate that RNA-seq data was reliable.

**Figure 2:**
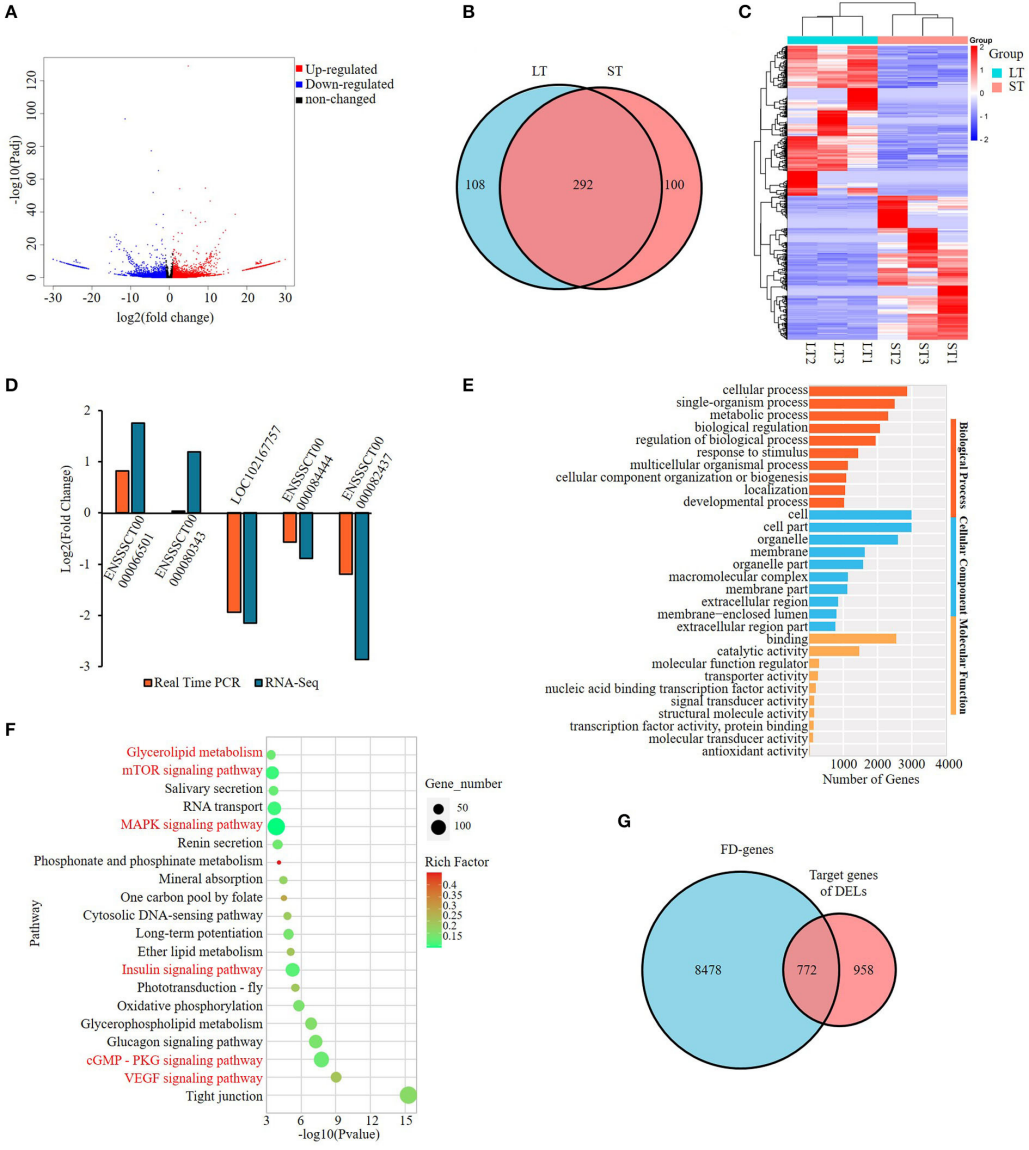
Screening and enrichment analysis of the differentially expressed lncRNAs (DELs) in semitendinosus compared with longissimus thoracis. **(A)** Volcano plot of DELs; **(B)** Venn diagram of DELs; **(C)** Hierarchical clustering heatmap of the top DELs; **(D)** Real-time PCR validation of DELs; **(E)** Top 10 GO terms enriched by *cis*-target genes of DELs in each category; **(F)** Top 20 KEGG pathways significantly enriched by the *cis*-target genes of DELs. Fat-related pathways were indicated with red; **(G)** Venn diagram of *cis*-target genes of DELs and fat deposition genes.

Gene ontology and KEGG analyses were applied on the target genes of DELs. A total of 2,401 GO terms involved in categories of cellular component (CC), biological process (BP), and molecular function (MF) were enriched (Supplementary Table S3-2). Cell and cell part were the GO terms enriched with the most genes among all three categories, while in BP category metabolic process is the most highly enriched GO terms with over 2,000 genes (Figure 2E). The KEGG analysis showed that DELs were mainly enriched in fat-related pathways significantly (*p* < 0.05) (Supplementary Table S3-3). Of the top 20 pathways, six were involved in adipogenesis, namely, VEGF signaling pathway, cGMP-PKG signaling pathway, Insulin signaling pathway, MAPK signaling pathway, mTOR signaling pathway, and Glycerolipid metabolism, among which VEGF and cGMP–PKG ranked top 2 and 3, respectively (Figure 2F).

To further identify the role of DELs, we downloaded 9,250 fat deposition (FD) genes from GeneCards database (https://www.genecards.org/, accessed on 15 Apr 2022) and found that 772 target genes of DELs were included in the FD gene list, representing 44.6% of all target genes of DELs (Figure 2G; Supplementary Table S3-4). 

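Around the 500 DELs of Supplementary Table S3-1, 1730 protein-coding genes lay within 100000 bp, in 2123 pairs of a DEL and a gene. These are the genes the paper lists. Of the DELs, 302 overlapped a protein-coding gene. Within 50000 bp the number of genes was 1132. The paper's list of FD genes could be read in its first 1998 entries. Of the 1445 targets with a gene symbol, 163 (11.3%) were among those entries. Of the 11172 genes with a symbol near other expressed lncRNAs, 1222 (10.9%) were. The odds ratio was 1.04 (2-sided Fisher's exact test, p = 0.687).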

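Of the DELs, 450 had a protein-coding gene within the 100000 bp window. For 358 DELs, at least 1 of these genes was on the paper's list of FD target genes. With a window of 10000 bp, 220 DELs had such a target.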

Of the 500 DELs identified, 71.6% (358) have target genes belonging to the list and were named FD–DELs here (Supplementary Table S3-5). In addition, 59.5% of target genes involved in the top 20 significantly enriched pathways were FD genes (Supplementary Table S3-6). These results suggest that fat deposition might be the main reason resulting in the differential phenotype of two muscles. 

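The share of FD target genes among all targets was 44.6% within 100000 bp, 43.4% within 50000 bp and 44.6% within 10000 bp, with membership taken from the paper's list. From the share of FD genes among the targets and in the enriched pathways, the paper proposes fat deposition as the leading reason for the different phenotype of LT and ST.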

Thereafter, we will focus on FD-genes to reveal the difference between the two muscles in the following analysis.

### Analysis of differentially expressed protein-coding genes and their functions

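In the limma comparison, 74 of 38467 mRNAs, from 69 protein-coding genes, had an adjusted p under 0.05 and an absolute log2 fold change above 1. Without ST replicate 2, the numbers were 244 mRNAs and 206 genes. With the pig number as a block, 2 mRNAs from 2 genes passed, where samples of the same pig had a mean residual correlation of 0.0824. At an unadjusted p under 0.05 and the same fold change, 2859 mRNAs passed. Transcripts of RPL11, DCTN2, CCNT1 and JAG1 were among those with the smallest p that changed in the same direction in all 3 pigs. ENSSSCT00000045795 of RPL11 was listed at 0 in LT and had FPKM of 562, 298 and 638 in ST (adjusted p = 0.000276 from limma). ENSSSCT00000068109 of DCTN2 fell from 43.5 ± 4.24 (SD, n = 3) in LT to 0.0131 ± 0.0183 (SD, n = 3) in ST (log2 fold change -8.60, adjusted p = 0.000276 from limma). ENSSSCT00000060508 of CCNT1 and ENSSSCT00000044189 of JAG1 were listed at 0 in LT and had mean FPKM of 7.77 and 5.98 in ST.

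When FPKM was summed over the transcripts of each gene, 114 of 19679 genes passed the same thresholds, 81 higher and 33 lower in ST. Of the 69 genes with a called mRNA, 19 were also called from their sum. RPL11, DCTN2, CCNT1 and JAG1 were not among these 19. Their values above describe single transcripts and do not show a change of the gene sum. With the pig block 838 genes were called from their sum, and without ST replicate 2 the number was 1006. Without each other library the number lay between 11 and 23, and without a filter on FPKM it was 31. After quantile normalization 62 genes were called, 33 higher and 29 lower in ST.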

A total of 2,094 differentially expressed protein-coding genes (DEGs), covering 2,546 DEmRs were identified. 

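Of the 74 mRNAs called by limma, 41 were higher and 33 lower in ST. Among them, 19 had FPKM of 0 in all LT libraries and 16 in all ST libraries. At an unadjusted p under 0.05, 1746 were higher and 1113 lower in ST. The share of higher mRNAs at that level was 61.1%, and it was 50.1% after quantile normalization between libraries. The first 1998 DEmRs of Supplementary Table S4-1 could be read, and their FPKM equal those of the files. They are ordered by falling FPKM in LT replicate 1, so the part not read holds transcripts at 0 in that library and is no random part of the list. Among the readable DEmRs, 352 were at 0 in all LT libraries and 224 in all ST libraries. Of these 576, 418 were above 0 in 1 library alone. In limma, 1183 of the 1998 had an unadjusted p under 0.05, and 42 had an adjusted p under 0.05. Adjusted over the 1998 alone, 956 had a p under 0.05, on data that had also been used to choose them.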

Among the DEmRs, 1,495 were upregulated and 1,051 downregulated in the ST compared with LT (Figure 3A) (Supplementary Table S4-1); 625 and 434 were specifically expressed in ST and LT, respectively (Figure 3B). The intersection of DEGs and FD genes showed that 1,082 were FD–DEGs, accounting for 51.2% of total DEGs (Figure 3C; Supplementary Table S4-2). 

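The readable DEmRs belong to 1706 genes, and the paper's list of FD-DEGs holds 1082 genes. Of the 114 genes called from their summed FPKM, 85 had a readable listed DEmR. The FD genes were taken from the paper's lists, since the database they came from was not used here.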

The differential expression of eight DEGs was validated with qPCR, and consistent results were obtained (Figure 3D).

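From the summed FPKM, LMOD2 on chromosome 18 rose from 135 ± 52.2 (SD, n = 3) in LT to 502 ± 48.9 (SD, n = 3) in ST, a log2 fold change of 1.96 (standard error 0.29, adjusted p = 0.0399 from limma, from 0.0166 to 0.17 over the alternatives). ABRA rose by 2.70 and IFRD1 by 1.68 on the log2 scale, with adjusted p-values of 0.0655 and 0.0658 from limma. With the pig block ABRA and IFRD1 passed, IFRD1 with an adjusted p of 0.0274 from limma. The gene at the MYOZ2 locus, on chromosome 8 from 104574430 to 104609328, has no symbol in the files and was matched by position. It rose by 3.07 on the log2 scale. CCNYL1 fell by 1.51 and CDC34 fell by 1.03 on the log2 scale. For each of these genes all ST values lay on one side of all LT values.

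LDHA, on chromosome 2 from 40812453 to 40826715, fell from 1900 ± 885 (SD, n = 3) in LT to 225 ± 172 (SD, n = 3) in ST, a log2 fold change of -3.28 (standard error 0.65). Its listed DEmR, ENSSSCT00000040830, rose from 26.7 ± 17.4 (SD, n = 3) to 141 ± 76.5 (SD, n = 3), a log2 fold change of 2.39. SLC25A4, on chromosome 15, had 279 ± 61.3 (SD, n = 3) in LT and 312 ± 113 (SD, n = 3) in ST, a log2 fold change of 0.12 (standard error 0.30) that is within the spread of the libraries. After quantile normalization it was -0.03, and over all alternatives it lay between -0.16 and 0.54. The listed DEmR of SLC25A4, ENSSSCT00000024370, had a log2 fold change of -2.78, and was lower in ST in 2 of 3 pigs.

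**Figure D2:**
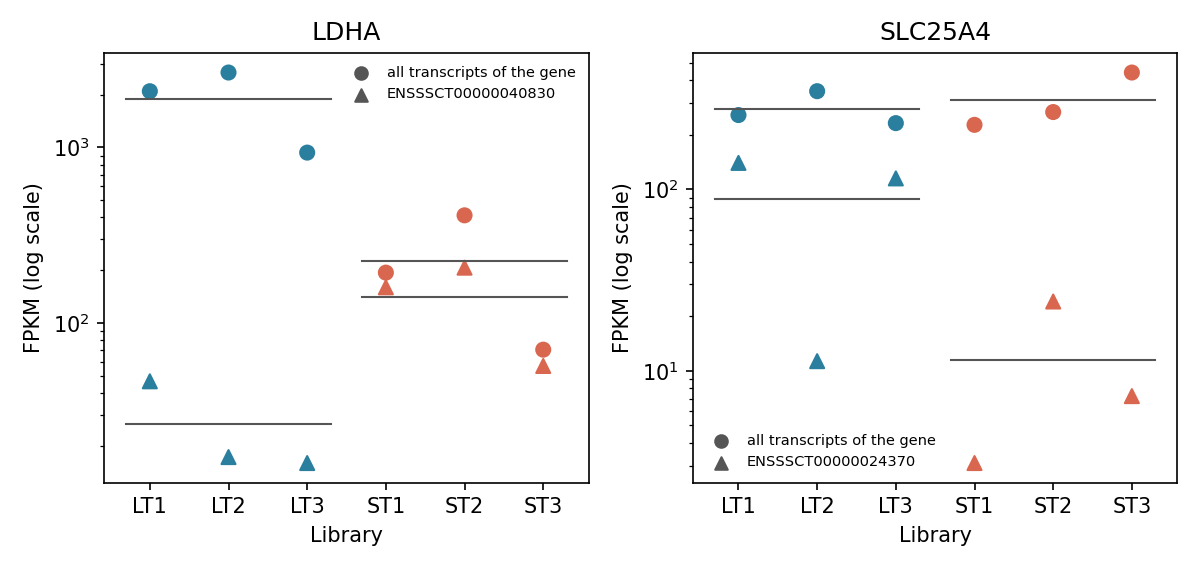
FPKM of LDHA and SLC25A4 in each library on a log scale, with LT in blue and ST in red. Circles stand for the sum over all transcripts of the gene, triangles for the listed DEmR, and lines for the mean of the 3 libraries. The circles of LDHA fall from a mean of 1900 to 225 while its triangles rise from 26.7 to 141.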

**Figure 3:**
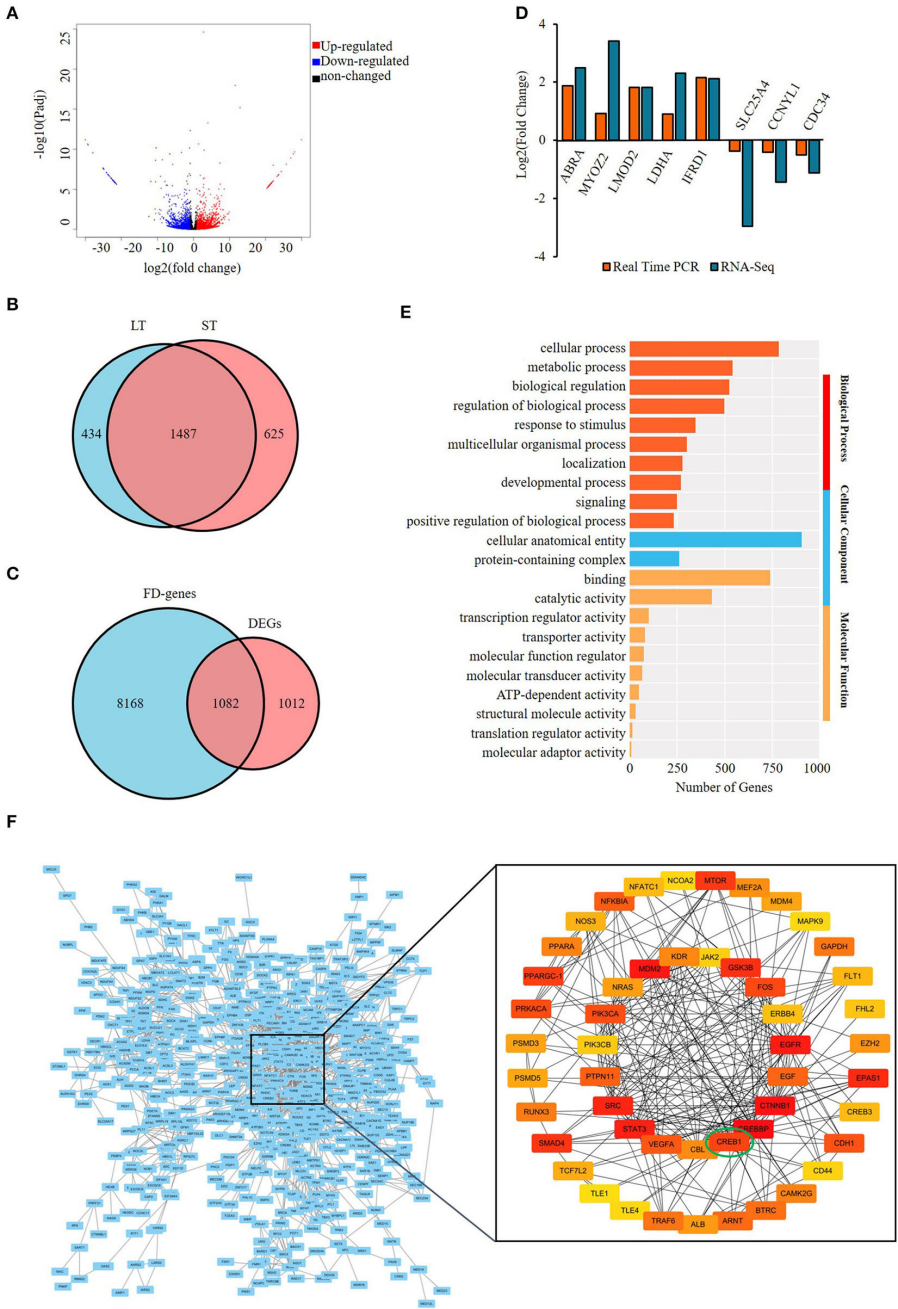
Screening and enrichment analysis of the differentially expressed genes (DEGs) in semitendinosus compared with longissimus thoracis. **(A)** Volcano plot of DEGs; **(B)** Venn diagram of differentially expressed mRNAs; **(C)** Venn diagram of DEGs and fat deposition genes; **(D)** real-time PCR validation of DE mRNA; **(E)** Top 10 GO terms enriched by FD–DEGs in each category.; **(F)** Protein–protein analysis of FD–DEGs. The minimum interaction score was set as 0.7. The color of the circle represents the degree of importance.

The FD–DEGs were enriched in various GO terms involved in BP, MF, and CC (Supplementary Table S4-3). In the BP category, cellular process is the most highly enriched terms with 786 genes (Figure 3E). To explore the interaction among the FD–DEGs identified, PPI analysis was performed and genes with a score > 0.7 were visualized with cytoscape (Version 3.7.1) (Figure 3F). The subnetwork constructed consists of 50 nodes and 230 edges. The number of edges in each node is ranged from 2 to 30. Epidermis growth factor (EGF) receptor (EGFR), signal transducer, and activator of transcription 3 (STAT3), cAMP-response element binding protein 1 (*CREB1*)-binding protein (CREBBP) and catenin beta 1 have the most edges. *CREB1* has 12 edges and is ranked 12 among all the genes. These 50 genes, namely, PPARα, PPARγ coactivator-1 (PPARGC-1), EGF, vascular endothelial growth factor A, and *CREB1* should be the key protein-coding genes engaged in the differential deposition of fat between two muscles (Supplementary Table S4-4).

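Of the 50 genes in Figure 3F, 49 could be matched to a gene in the files by symbol. From their summed FPKM, without the pig block, 3 had an adjusted p under 0.05 and an absolute log2 fold change above 1. An unadjusted p under 0.05 was found for 22 of the 49, and 36 had a log2 fold change within 1. Adjusted over the 49 alone, 12 had a p under 0.05. The 3 genes were PPARA, VEGFA and EPAS1, the last of which was picked out after its values were seen. PPARA on chromosome 5 rose from 3.47 ± 0.456 (SD, n = 3) in LT to 9.13 ± 1.39 (SD, n = 3) in ST (log2 fold change 1.37, adjusted p = 0.0397 from limma, from 0.0168 to 0.161 over the alternatives). VEGFA on chromosome 7 rose from 13.8 ± 2.94 (SD, n = 3) to 41.3 ± 0.937 (SD, n = 3) (log2 fold change 1.60, adjusted p = 0.0226 from limma, from 0.0118 to 0.103 over the alternatives). EPAS1 had a log2 fold change of 1.11 (adjusted p = 0.0399 from limma). PPARGC1A rose by 2.54 and EGF fell by 2.69 on the log2 scale, with adjusted p-values of 0.0859 and 0.110 from limma. With the pig block PPARGC1A and EGF passed, EGF with an adjusted p of 0.0315 from limma.

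Among the genes with the most edges, the log2 fold change was 0.14 for EGFR, -0.21 for STAT3, -0.04 for CREBBP and 0.51 for CTNNB1, and the values of EGFR, STAT3 and CREBBP overlapped between LT and ST. EGFR, STAT3 and CREBBP changed sign under some settings. MTOR had a log2 fold change of 0.59 (standard error 0.23), with overlapping values. For 40 of the genes a DEmR could be read in Supplementary Table S4-1. For 11 of these, among them EGFR, CREBBP and MTOR, every readable DEmR had FPKM above 0 in 1 library alone.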

### Effects of CREB1 on porcine adipogenesis

Among the 50 key DEGs, *CREB1* was only expressed in LT muscle which has more intramuscular fat (IMF) content than that of ST. 

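CREB1 lies on chromosome 15 from 110697408 to 110771755, and the files list 5 transcripts for it. Their summed FPKM was 2.51, 2.44 and 3.23 in LT and 4.22, 3.71 and 3.94 in ST. The mean was 2.73 ± 0.438 (SD, n = 3) in LT and 3.96 ± 0.259 (SD, n = 3) in ST, a log2 fold change of 0.53 (standard error 0.19, adjusted p = 0.191 from limma). The sum was higher in ST in all 3 pigs, with a p of 0.1 in a 2-sided exact permutation test, the smallest that 3 against 3 allow. With each library left out in turn, the log2 fold change stayed between 0.46 and 0.65. With the pig number as a block it was 0.53 (adjusted p = 0.133 from limma). The mean residual correlation of 0.0824 between samples of the same pig was computed over transcripts and not over gene sums.

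The transcript ENSSSCT00000040624 carried most of the sum, with FPKM from 1.79 to 2.13 in LT and from 2.43 to 3.26 in ST. ENSSSCT00000039485 had FPKM of 0.874 in LT replicate 3 and 0 in the other 5 libraries, and was the only CREB1 transcript above 0 in LT and not in ST. It made up 27.0% of the sum in that library. The other 4 transcripts were above 0 in both muscles. No CREB1 transcript stands in the readable part of Supplementary Table S4-1.

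**Figure D3:**
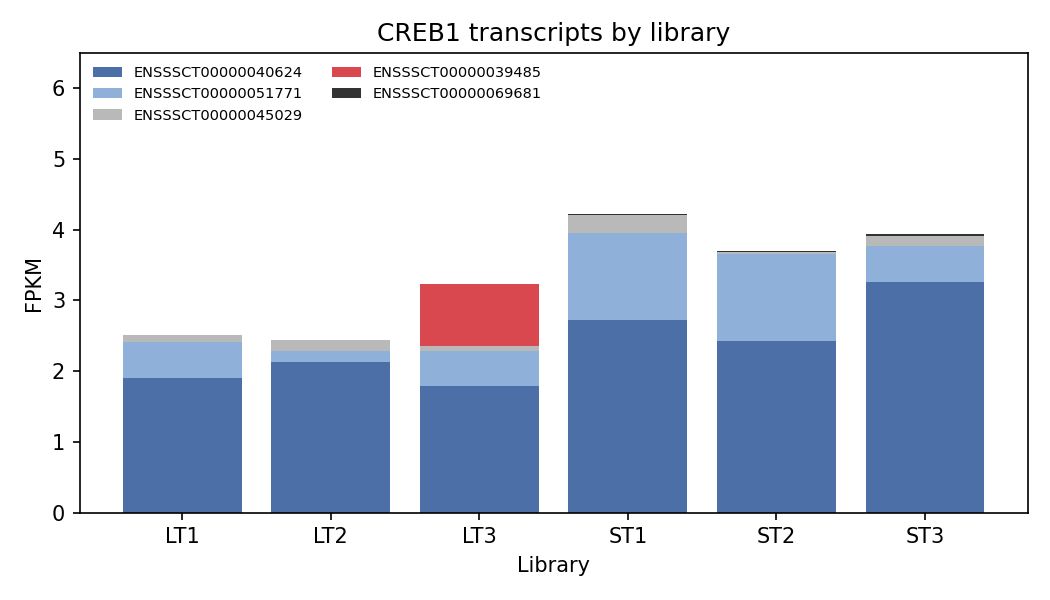
FPKM of the 5 CREB1 transcripts in each library, stacked so that the height of a bar is the sum. The sums run from 2.44 to 3.23 in LT and from 3.71 to 4.22 in ST, and ENSSSCT00000039485 appears in LT3 alone.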

To confirm the role of these key DEGs in the differential fat deposition between two muscles, we analyzed *CREB1* in primary cultured porcine preadipocytes. Oil Red O staining showed that the preadipocytes were induced to differentiation successfully (Figure 4A). During the preadipocyte differentiation, the expression of *CREB1* increased gradually with the highest level at 6-days post-induction (Figure 4B). Overexpression and knockdown of *CREB1* were used to explore the functions and transfection efficiency was shown in Supplementary Figure S1. Overexpression of *CREB1* promotes the differentiation of preadipocytes as revealed by Oil Red O staining at 8 days post-induction (Figure 5A), which was confirmed with quantification assay (Figure 5B). Furthermore, the relative mRNA level of the adipogenic marker, PPARγ, and C/EBPα, increased significantly (*p* < 0.01) (Figure 5C). Consistently, knockdown of *CREB1* by siRNA inhibits the differentiation of preadipocytes as revealed by both Oil Red O staining and quantification assay (Figures 5D,E), and the relative mRNA level of PPARγ was decreased significantly (*p* < 0.01) (Figure 5F). Thus, *CREB1* promotes the differentiation of porcine preadipocytes, that is, promotes adipogenesis, which is consistent with its higher expression level and fat contents in LT than that in ST muscle.

**Figure 4:**
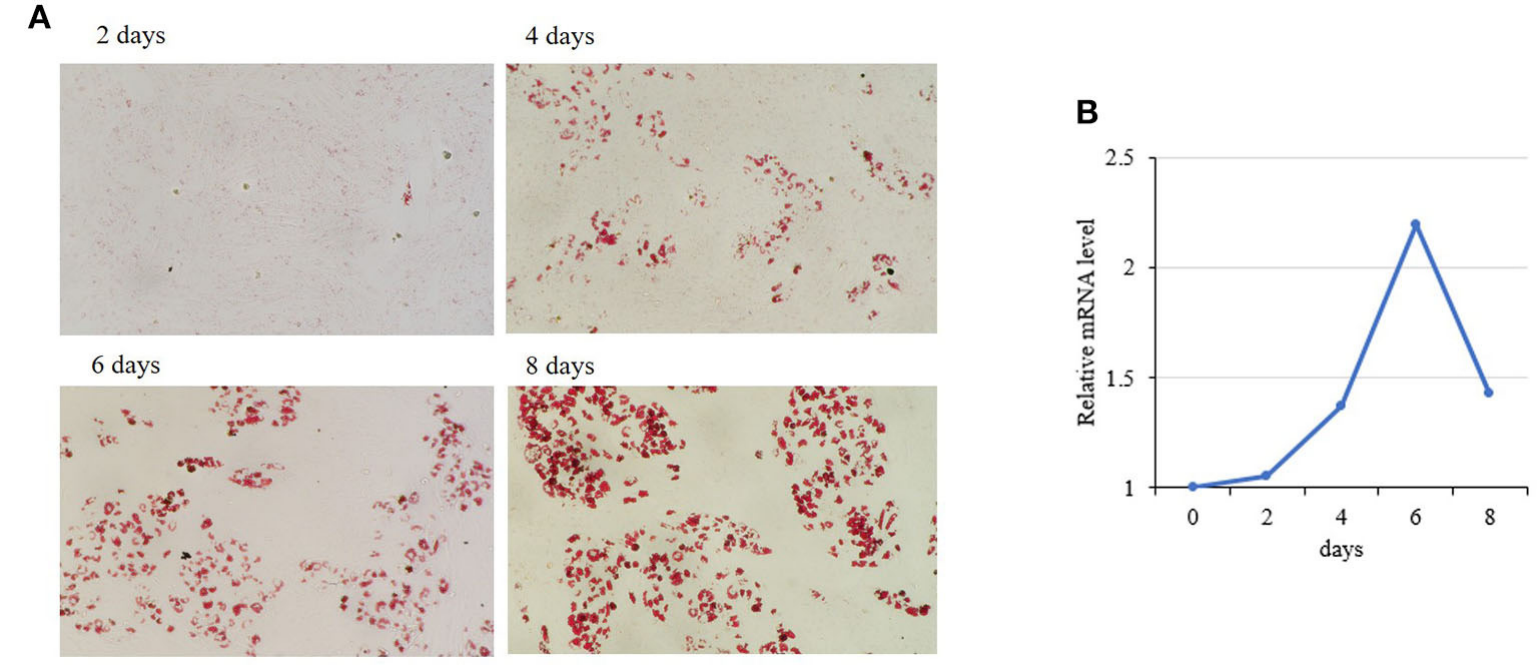
Expression of porcine *CREB1* during differentiation of preadipocytes. **(A)** Oil Red O staining of preadipocytes during differentiation induction; **(B)** relative mRNA level of *CREB1* during differentiation of preadipocytes.

**Figure 5:**
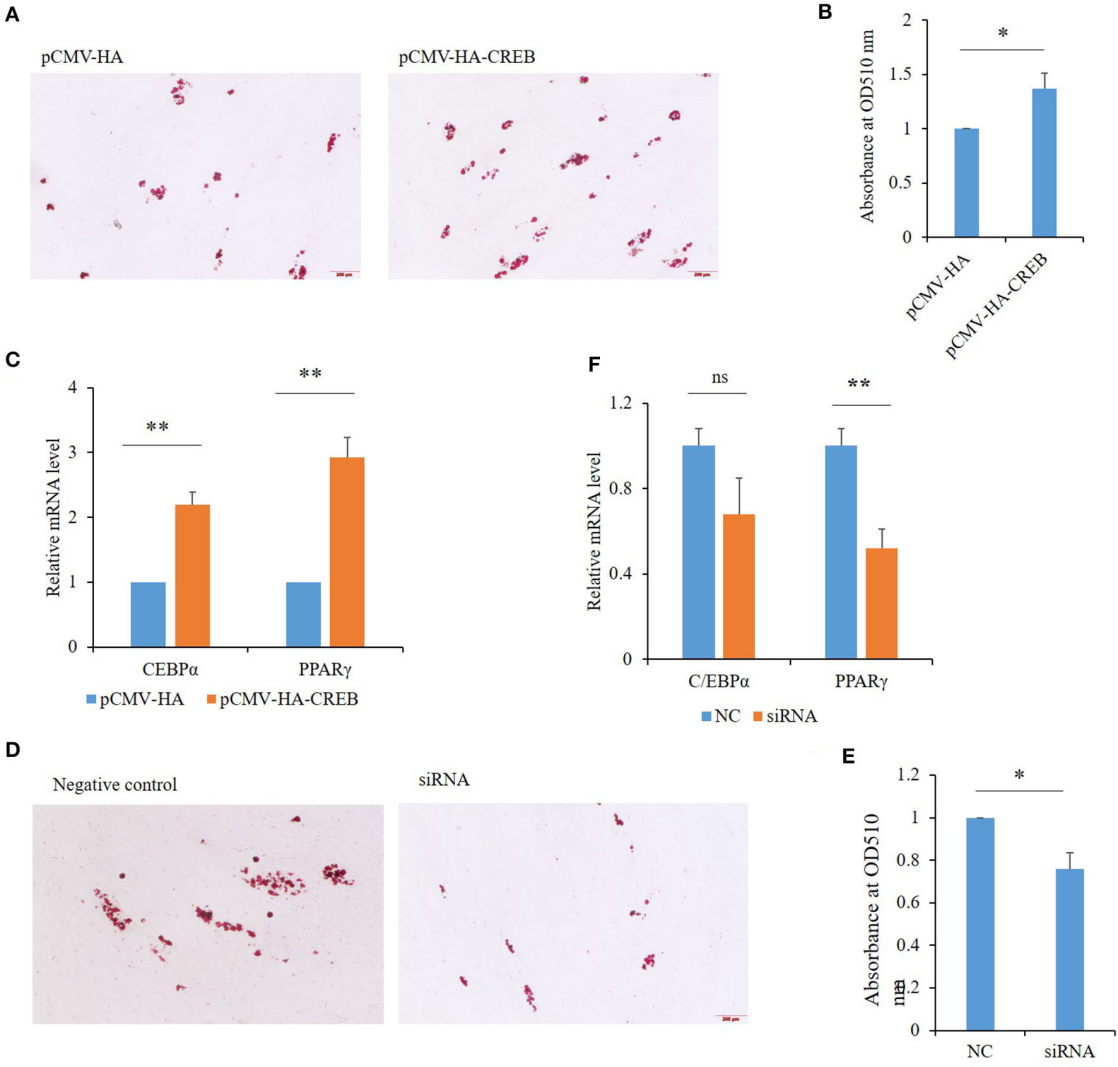
Effects of *CREB1* on porcine preadipocyte differentiation. **(A)** Oil Red O staining of preadipocytes overexpressing *CREB1* gene at 8 days post-induction; **(B)** quantitative analysis of triglyceride contents in preadipocytes overexpressing *CREB1* gene with optical absorbance; **(C)** expression of C/EBPα and PPARγ in preadipocytes overexpressing *CREB1* gene; **(D)** Oil Red O staining of preadipocytes knocked down for *CREB1* gene at 8 days post-induction; **(E)** quantitative analysis of triglyceride contents in preadipocytes knocked down for *CREB1* gene with optical absorbance; **(F)** expression of C/EBPα and PPARγ in preadipocytes knocked down for *CREB1* gene. *p < 0.05, **p < 0.01.

### Integrated analysis of DELs and DEGs

#### Characterization of key lncRNAs

Through integrated analysis of FD–DELs and FD–DEGs, we found that 142 FD–DELs have *cis*-target genes covered by FD–DEGs. 

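With the paper's lists of FD-DELs and FD-DEGs and the 100000 bp window, 153 FD-DELs had a cis-target among the FD-DEGs, and 138 FD-DEGs were such targets. Within 50000 bp, 119 FD-DELs had such a target.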

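The correlation of each lncRNA in Figure 6 with its cis-target was computed over the 6 libraries, from the FPKM of the lncRNA and the summed FPKM of the gene. Of the 41 lncRNAs, 26 had a target with r above 0.9, in 26 of 52 pairs. With Spearman's rho, which moved the number most among the alternatives set in advance, 16 lncRNAs passed. After centring each muscle on its own mean, 20 passed. When any mRNA of the target gene could be used, a choice made after the values were seen, 40 passed. Over all FD-DELs with an FD-DEG target, 29 of 172 pairs (16.9%) passed r of 0.9, against 5.47% of 10000 random pairs of a DEL and the gene of a readable DEmR on different chromosomes. After centring, the shares were 13.4 and 3.48%. The 6 libraries fall into the 3 of each muscle, so no single correlation is given, and with 3 libraries the relation cannot be tested in each muscle separately.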

Coexpression analysis showed that 41 of 142 FD–DELs have a correlation coefficient > 0.9 with target genes. These 41 FD–DELs were expressed stably among samples, and thereafter, can be used as key lncRNAs in future studies revealing the mechanisms underlying the differential fat contents between two muscles (Figure 6).

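Of the 41 lncRNAs, 24 had FPKM above 0 in all 6 libraries and 13 had FPKM above 0.1 in all 6. FPKM was 0 in all libraries of one muscle for 12 of them. The mean FPKM was higher in ST for 31 and lower for 10, and the LT and ST values did not overlap for 34. In the muscle with the higher mean, the coefficient of variation over 3 libraries had a median of 55.7%, from 8.18 to 173%. Its median over the other 459 DELs was 58.5%.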

**Figure 6:**
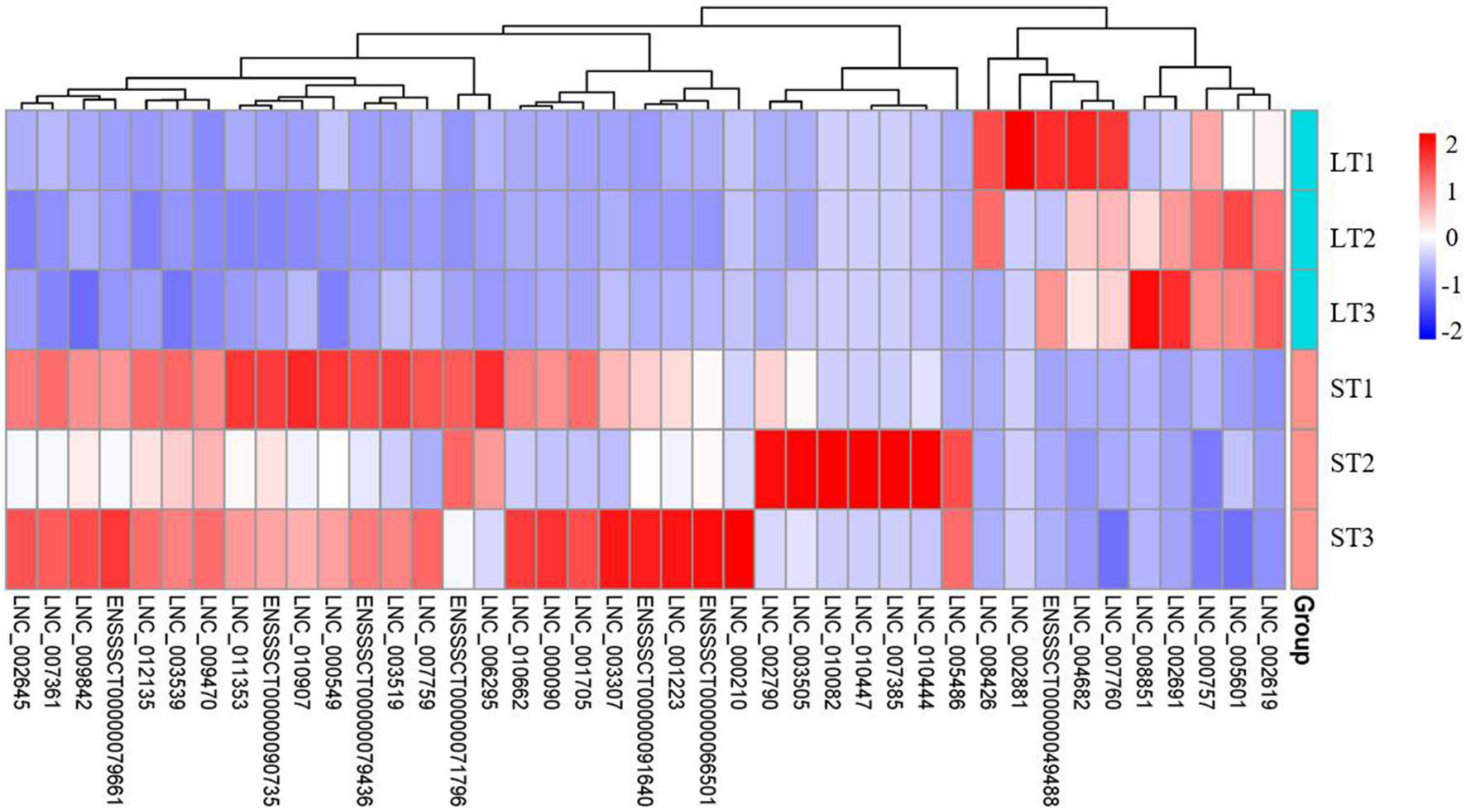
Hierarchical clustering heatmap of key lncRNAs.

#### Transcription factor characterization

In total, 265 out of the FD–DEGs were characterized as TFs, that is, FD–DETFs, through searching the AnimalTFDB database with hmmscan program (Supplementary Table S5-1). Among the FD–DETFs, 26 were *cis*-targets of FD–DELs, corresponding to 33 FD–DELs (Supplementary Table S5-2). In addition, target genes of the 26 FD–DETFs were characterized by Cistrome DB program with a score of > 3 and DETF-DEG pairs with a Pearson correlation coefficient of > 0.8 were selected (Supplementary Table S5-3). 

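Of the 97 pairs of a TF and a target gene read from Figure 7, 94 could be matched in the files. From the summed FPKM of both genes over the 6 libraries, 21 pairs (22.3%) had r above 0.8, as did 12.0% of 10000 random pairs of genes with a readable DEmR. The paper chose these pairs by their correlation. With Spearman's rho 2 pairs (2.13%) passed, against 10.6% of random pairs. On log2(FPKM + 0.1) 12 pairs (12.8%) passed, against 13% of random pairs. Without ST replicate 2, 16% passed, against 19.3% of random pairs. After centring each muscle on its own mean, 19.1% passed, against 8.24% of random pairs. Without each library other than ST replicate 2, 22.3 to 27.7% passed, against 12.3 to 15.7% of random pairs. When the readable DEmRs of both genes were used in place of the sums, a choice made after the values were seen, 71 of 88 pairs passed. For 24 of these 71, a passing DEmR of the target was above 0 in 1 library alone. In 41 of the 71 the TF was BCL6, whose readable DEmR was itself above 0 in 1 library alone.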

To reveal the relationship between these FD–DETFs, FD–DELs, and FD–DEGs, a network was constructed. 

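BCL6, on chromosome 13 from 125377248 to 125393330, was joined to 49 target genes in Figure 7. Its summed FPKM was 14.3 ± 5.14 (SD, n = 3) in LT and 30.1 ± 21.1 (SD, n = 3) in ST, and the values overlapped. The readable DEmR of BCL6, ENSSSCT00000044599, had FPKM of 1.57 in ST replicate 2 and 0 in the other libraries. Of its 47 matched pairs, 11 had r above 0.8 from the sums. Without ST replicate 2 this number was 2, and without ST replicate 3 it was 18. KLF15 on chromosome 7 passed in 9 pairs, and in 0 without ST replicate 3. MEF2A on chromosome 1 passed in 1 pair, and MEF2D and ZIC1 in 0.

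ZIC1 on chromosome 13 fell from 8.06 ± 1.28 (SD, n = 3) in LT to 0.110 ± 0.154 (SD, n = 3) in ST (log2 fold change -5.51, adjusted p = 0.0046 from limma). The summed FPKM of MEF2A had a log2 fold change of -0.55, that of MEF2D 0.22 and that of KLF15 0.52. MEF2A was joined to 4 lncRNAs, LNC_000837, LNC_000836, LNC_000308 and ENSSSCT00000091580, which lie between 77381 and 83381 bp from the gene. LNC_000836 was listed at 0 in ST, and the log2 fold changes of the others were -2.32, -1.08 and -1.52. LNC_003002 lies 65935 bp from ZIC1 and was listed at 0 in ST. ENSSSCT00000080684 lies 274 bp from KLF15 and rose by 1.54 on the log2 scale, and LNC_002675 lies 8182 bp from BCL6 and rose by 1.52. LNC_007742 overlaps MEF2D and was listed at 0 in LT. The adjusted p-values of these 8 lncRNAs lay between 0.276 and 0.579 in limma.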

A total of five FD–DETFs, eight FD–DELs and 95 FD–DEGs were included in the network in which BCL6 has the most target FD–DEGs, while MEF2A was targeted by the most FD–DELs (Figure 7).

**Figure 7:**
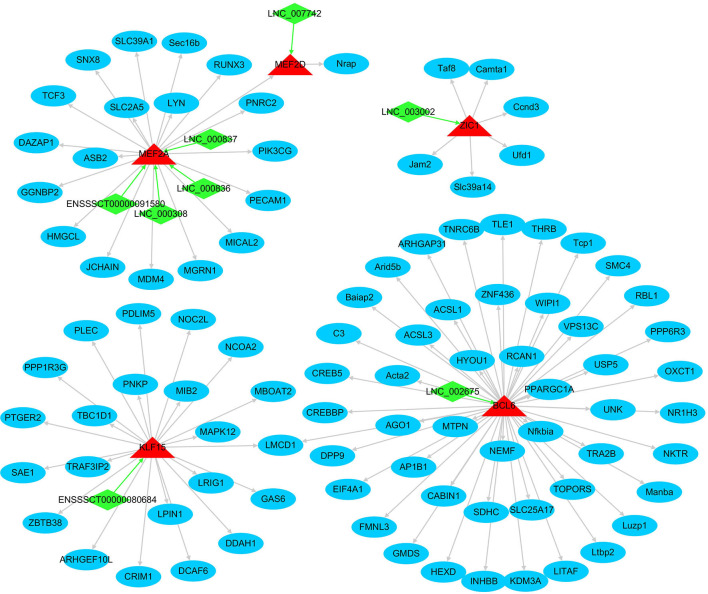
The network formed by fat deposition (FD)-differentially expressed transcription factors, FD-differentially expressed lncRNAs, and FD-differentially expressed genes. Arrows indicate the target direction. The green quadrilateral represents lncRNA, the red triangle represents TF, and the blue circle represents mRNA.

## Discussion

Intramuscular fat deposition is crucial for improving meat quality as its content is positively correlated with tenderness, juiciness, flavor, etc. (19). Meat marbling, a continuing demand for livestock production, is determined by IMF content. There is an obvious difference between LT and ST muscles in IMF content and lipid deposition: LT has higher IMF content and earlier deposition of lipid than ST in pigs (16). Here, through genome-wide analysis of lncRNAs involved in the differential phenotype of LT and ST, we first made clear that fat deposition in them, that is, IMF, might be the main reason leading to the difference, and that cGMP–PKG and VEGF signaling pathways were the most important pathways regulating the difference. The key DELs and DEGs related to fat deposition were then identified, and the involvement of these key genes in adipogenesis in pigs was validated with molecular biological methods in which *CREB1* was taken as an example and consistent results were obtained. In addition, TFs important for differential fat deposition were characterized. All in all, we provide candidate genes for further clarifying the mechanisms underlying meat quality.

Owing to its importance in improving meat quality, many studies have focused on revealing the mechanisms underlying IMF content, and some lncRNAs have been implicated in IMF content in recent years, namely, LncIMF4 (20), IMFNCR (21), IRLnc (22), IMFlnc1 (23), etc. Efforts were also made to characterize lncRNAs involved in IMF deposition at the genome-wide level in pigs (24–26). However, IMF is a highly complicated and metabolically active trait in which genetic factors involved are distinctive and diverse. There are often differences in the genetic cause of IMF accumulation, and the association between genetic markers and IMF content is not always consistent between breeds. Thereafter, it is necessary to identify lncRNAs related to the IMF content in pig breeds such as Min that have not been studied. To the best of our knowledge, no studies focused on revealing lncRNAs involved in differential IMF contents between LT and ST muscles yet. We identified 12,437 novel lncRNAs in the skeletal muscles of Min pigs further indicating the heterogeneous and diverse of lncRNAs. LncRNAs in Min pigs share similarities in structure and classification with their counterparts in mammals (27–29). The number of lncRNAs identified here is somewhat higher than that in other pig breeds such as Duroc, Landrace, and Guizhou miniature pigs (30–33), which might be caused by the rich genetic resource in Min pigs, and also by the different screening criteria used for lncRNA characterization.

A total of 500 DELs were identified between LT and ST muscles in Min pigs. Through integrated analysis of DELs and DEGs, 41 key lncRNAs related to differential IMF content between LT and ST muscles were characterized. Only seven of the key lncRNAs were known, indicating enormous genetic information involved in IMF deposition remains to be identified. These key lncRNAs will be the emphasis in clarifying the differential IMF content between LT and ST muscles in the future study. In addition, 50 key DEGs engaged in differential fat deposition between the two muscles were characterized including widely known fat-related genes such as PPARα (34), PPARGC-1 (35), mTOR (36), EGF and its receptor, EGFR (37).

*CREB1* and the binding protein, CREBBP, genes were also identified as key factors influencing the fat deposition in LT and ST muscles. *CREB1*, also named CREB, has been involved in adipogenesis in mice (38–40). Expression of constitutively active CREB alone in 3T3-L1 cells was sufficient to induce adipogenesis, while ectopic expression of a dominant-negative CREB protein blocked adipogenesis effectively in cells treated with differentiation-inducing agents (38). Depletion of *CREB1* inhibits the adipogenic conversion of 3T3-L1 cells overexpressing C/EBPα, C/EBPβ, or PPARγ2 (39). *CREB1* drives the expression of several adipocyte-specific genes such as fatty acid binding protein and fatty acid synthetase through binding to the putative cAMP response elements in the promoter (38, 41). However, all the aforementioned studies were performed in cell lines, 3T3-L1, and little was known about pig *CREB1*. Here, in primary-cultured porcine preadipocytes, we showed that porcine *CREB1* promotes adipogenesis. The results not only confirmed the reliability of data characterized by bioinformatic approaches here but contribute to further revealing the role of CREB1 in adipogenesis.

Adipogenesis is a highly orchestrated process of cell differentiation from preadipocytes to mature adipocytes in which TFs are the best-understood regulators (42). It is an elegant progression controlled by the TF cascade which is followed by the expression of adipocyte genes. The sequential activation of TFs is the prerequisite for adipogenesis. To date, many TFs such as PPARγ, C/EBP, and Krüppel-like factors, etc., have been found to play important roles in preadipocyte differentiation. These TFs come from a large variety of families and have many different DNA-binding domains, which provide the basis for transcriptionally activating the expression of a large number of adipocyte genes. Although substantial ongoing progress has been made in our understanding of adipogenesis, more regulators of adipocyte development including TFs remain to be identified (42). Here, through integrated analysis of DELs and DEGs, we characterized important TFs, and their interactive genes and lncRNAs involved in the differential fat deposition between LT and ST muscles. It is worth revealing their role in IMF deposition with molecular biology approaches.

## Data availability statement

The datasets presented in this study are deposited in the NCBI GEO repository, accession number: GSE207449.

## Ethics statement

The animal study was reviewed and approved by Laboratory Animal Welfare and Ethics Committee of Northeast Agricultural University.

## Author contributions

XY and DL: funding acquisition and writing–reviewing. XY: conceptualization. YS, XL, QZ, XZhan, and XZhao: investigation. YP and XL: data analysis. XY and YS: writing. All authors contributed to the article and approved the submitted version.

## Funding

This research was funded by the National Natural Science Foundation of China (32172696) and the China Postdoctoral Science Foundation (2020M670876). Heilongjiang operation expenses for scientific research (CZKYF2020A004).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

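RNA of LT and ST muscles from 3 Min pigs was sequenced in 6 libraries. The pairing of LT and ST samples by pig comes from the paper's Methods and from the replicate numbers of the samples. The authors filtered the reads with SOAPnuke, mapped them to Sus scrofa 11.1 with HISAT2, assembled transcripts with StringTie, and deposited FPKM per transcript, with the exon number and spliced length of each transcript. All other values given by the authors, such as class, position and gene of a transcript, were taken as they stand. The files list 14432 lncRNA and 58079 mRNA transcripts before any filter on FPKM.

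Transcripts with FPKM above 0.1 in at least 1 library were compared between ST and LT with limma 3.58.1 in R 4.3.3, on log2(FPKM + 0.1) with a variance trend, in 1 fit over lncRNAs and mRNAs. The p-values were adjusted by the Benjamini-Hochberg method, and a call needed an adjusted p under 0.05 and an absolute log2 fold change above 1. The same comparison was made on FPKM summed over the transcripts of each protein-coding gene. Since the values are FPKM and not counts, models for deposited counts were not used. Single genes were also compared with 2-sided exact permutation tests, whose smallest p is 0.1 with 3 against 3 libraries. Other values were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. The comparison was tested on simulated data with 200 of 52102 transcripts changed by 4 on the log2 scale, in which 198 were recovered with 5 other calls. The 200 were drawn from transcripts with a small spread and a higher mean. The recovery therefore does not cover smaller changes or the low FPKM of most lncRNAs. With the pig number as a block, 72 of the 200 were recovered after simulated pig effects had been added. The fit without the block was not run on those data.

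The libraries held from 57934596 to 78848894 clean read pairs, and the files do not give the number of fragments on each transcript, so the depth behind single values could only be estimated, from FPKM, length and mapped read pairs. That estimate was used for limma-voom alone.

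Cis-targets were protein-coding genes within 100000 bp of a DEL of Supplementary Table S3-1. Correlations were computed over the 6 libraries and compared with 10000 random pairs on different chromosomes. The lists of FD genes, FD-DELs, FD-DEGs and DEmRs came from the paper's supplementary tables, of which only the first part could be read for Supplementary Table S4-1 and for the list of FD genes. The pairs and lncRNAs of Figures 3F, 6 and 7 were read by eye.

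The genes and transcripts named were the lncRNAs and genes the paper measured by qPCR or names for these data, the TFs and lncRNAs of Figure 7, and up to 5 lncRNAs and 5 mRNAs with the smallest p among those called and changed in the same direction in all 3 pigs. One item chosen by this rule is not reported here. MYOZ2 and LOC102167757 were matched by position. The alternatives tried were other pseudocounts, other filters on FPKM, the pig number as a block, FPKM rescaled to nuclear transcripts, quantile normalization, a fit without a variance trend, leaving out each library, other windows around the DELs, and other measures of correlation. After the data were seen, limma-voom on fragments estimated from FPKM, length and mapped read pairs was added, as were correlations with single mRNAs in place of sums. The preadipocyte experiments, the qPCR and the protein network were not analysed here.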

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

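The tests in this part were chosen after the result was seen. The HOX genes, a family of positional genes that the paper does not discuss, stood out in data outside the genes it reports on. From summed FPKM, 7 of 25 HOX genes tested (28%) had an adjusted p under 0.05 and an absolute log2 fold change above 1 in limma, against 107 of 19654 other genes (0.544%). HOX or ZIC genes made up 6 of the 10 smallest p-values. HOXC8, HOXC6, HOXD8, HOXD9 and HOXC9 were lower in ST, with log2 fold changes of -4.14, -3.14, -3.12, -2.94 and -2.61, each in 3 of 3 pigs. HOXC11 and HOXA10 were higher in ST, with log2 fold changes of 4.05 and 5.02, each in 3 of 3 pigs.

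All 7 genes kept their direction and a log2 fold change beyond 1 under every setting run, including quantile normalization (7 of 7) and rescaling FPKM to nuclear transcripts (7 of 7). Quantile normalization moved the median log2 fold change of genes from 0.126 to -0.00657, and the rescaling multiplies each library by 1.03 to 1.093, which is too little to move these genes whatever their cause, so neither is a test of it. The number of HOX genes called ranged from 5 to 12 over the settings. The share of HOX genes called differed from that of other genes (Fisher's exact test, p = 8.01e-11), but the family was picked because it led the ranking, so this p shows no more than the ranking itself. Of the 4 splits of the libraries that part all 3 same-numbered pairs, only the split into LT and ST (1 of 4) called as many HOX genes. The other 6 of the 10 splits part 1 pair and keep the other pairs together. Each of the 9 splits other than LT against ST called 0 HOX genes, with from 0 to 2 at an unadjusted p under 0.05 and the same fold change, against 13 in LT against ST. With 4 comparable splits the smallest possible share is 1 of 4, so this test had no way to exclude an accident of grouping. GC content of the reads differed between the muscles and could not be tested as a cause, since no genome sequence was at hand, and reads shared between HOX genes were not counted. In the cluster on chromosome 5, HOXC8 and HOXC9 fell by 4.14 and 2.61 on the log2 scale while HOXC11 rose by 4.05. This goes against a shift of the whole cluster one way. A difference in positional identity between a trunk and a hindlimb muscle may underlie these values. It stays a hypothesis, since the GC content of each gene was not available and shared reads were not counted.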

How the results depend on the processing

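The alternatives were set before the data were examined, except limma-voom on estimated fragments, the use of any mRNA of a target, and the use of listed DEmRs for TF pairs, which were chosen after seeing the data. The cause of each change was not tested. A fit on counts or on coverage was not run, since the files hold FPKM alone.

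The number of lncRNAs called, 2, was 1 with a pseudocount of 1, 1 without a filter, 7 with FPKM above 0.1 in at least 3 libraries, 4 without a variance trend and 1 with limma-voom. The number of mRNAs, 74, was 36 with a pseudocount of 1, 29 without a filter, 113 with the filter on 3 libraries and 45 with limma-voom. The number of their genes, 69, was 32, 27 and 43 with a pseudocount of 1, without a filter and with limma-voom. The number of genes called from summed FPKM, 114, was 31 without a filter, 62 with quantile normalization, 31 without a trend and 50 with limma-voom. At an unadjusted p under 0.05, the pseudocount of 1 left 73 lncRNAs in place of 764 and 1180 mRNAs in place of 2859.

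With the replicate block, the pig number, 0 lncRNAs were called (696 at an unadjusted p under 0.05 and the same fold change), 2 mRNAs from 2 genes, and 838 genes from summed FPKM, which included all 114. The residual correlation between same-numbered samples was 0.0824 on average over transcripts, and it was not computed on gene sums. On simulated data with added pig effects, the fit with the block recovered 72 of 200 transcripts changed by 4 on the log2 scale. The fit without the block recovered 198, but on simulated data without pig effects. These 2 numbers therefore do not show what the block alone costs.

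Across the 6 fits that each left out one library, the calls ranged from 2 to 12 lncRNAs, from 42 to 244 mRNAs, from 38 to 206 of their genes, and from 11 to 1006 genes from summed FPKM, and at an unadjusted p under 0.05 from 644 to 959 lncRNAs and from 2383 to 3607 mRNAs. The highest of each came without ST replicate 2. The log2 fold change of CREB1 stayed positive under every setting run, from 0.33 to 0.65, with adjusted p-values from 0.133 to 0.435.

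With FPKM of 0.1 or less as not expressed, 53 called mRNAs in place of 35, 347 listed lncRNAs in place of 208 and 1005 readable listed mRNAs in place of 576 were at that level in one muscle. The ratio of median expression, 3.8, was 2.25 without a filter, and the ratio of median lengths, 3.8, was 3.45 with all transcripts. The cis-targets, 1730, were 1132 within 50000 bp and 567 within 10000 bp. The lncRNAs with a target at r above 0.9, 26, were 16 with Spearman's rho and 40 with any mRNA of the target, and ranged from 25 to 27 when a library was left out. The TF pairs at r above 0.8, 21, were 12 on log2(FPKM + 0.1), 2 with Spearman's rho and 71 with listed DEmRs, and ranged from 15 to 26 when a library was left out. The odds ratio of the first 1998 FD genes stayed near 1, at 1.09 within 50000 bp (Fisher's exact test, p = 0.418).

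The median log2 fold change of all genes tested was 0.126, 0.18 with nuclear rescaling and -0.00657 with quantile normalization, and that of transcripts was 0.0893. At an unadjusted p under 0.05, quantile normalization changed the share of calls higher in ST from 61.1 to 50.1% of mRNAs and from 52.2 to 41.4% of lncRNAs, and among genes called from summed FPKM from 71.1 to 53.2%. The files hold no fragment counts, and no counting interval was computed for values near 0.

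Of 762 values of 51 named genes and transcripts under alternatives, 698 kept their direction and side of the threshold, 38 lost and 18 gained an adjusted p under 0.05, and 8 values of 4 genes reversed. PPARA and LMOD2 each lost it in 9 of 15 alternatives, LNC_006037 in 8, VEGFA in 6 and ZIC1 in 1. Over the alternatives the adjusted p ranged from 0.0168 to 0.161 for PPARA, from 0.0166 to 0.17 for LMOD2, from 0.00896 to 0.268 for LNC_006037, from 0.0118 to 0.103 for VEGFA and from 0.00152 to 0.0553 for ZIC1. For PPARA and LMOD2 these were the fits without a filter, with quantile normalization, without a trend, with limma-voom and without each library other than ST replicate 2. CREBBP, at -0.04, was 0.02 with nuclear rescaling and from -0.18 to 0.11 when a library was left out, with 0.06 without ST replicate 3. SLC25A4, at 0.12, was -0.03 with quantile normalization, 0.54 with limma-voom and from -0.16 to 0.32 when a library was left out. STAT3, at -0.21, was 0.12 with limma-voom. EGFR, at 0.14, was -0.05 with quantile normalization and from -0.01 to 0.28 when a library was left out.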

Differences from the paper's values

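The paper reports 500 DELs, 245 higher and 255 lower in ST, and limma called 2 lncRNAs, 2 higher and 0 lower, with 365 lower at an unadjusted p under 0.05. None of the alternatives set before the data were examined brought the numbers called at an adjusted p under 0.05 within 1.5 times the paper's. The paper reports 2546 DEmRs from 2094 genes, and limma called 74 mRNAs from 69 genes. The paper's 1495 higher and 1051 lower DEmRs stand against 41 higher and 33 lower mRNAs. None of the alternatives set before the data were examined closed these gaps at an adjusted p under 0.05. At an unadjusted p under 0.05 and the same fold change, 764 lncRNAs (399 higher, 365 lower) and 2859 mRNAs (1746 higher, 1113 lower) passed, and the number of mRNAs is within 1.5 times the paper's. Of these, 320 lncRNAs are in the paper's list and 1095 mRNAs in its readable part. The largest p and q in the paper's list of lncRNAs are 0.00391 and 0.0499, so its lists do not end at an unadjusted p of 0.05, and a near count does not mean the same transcripts. Under that criterion the number of mRNAs stayed within 1.5 times the paper's in each alternative except a pseudocount of 1, with 1180. The number of lncRNAs was within 1.5 times the paper's at 725 without a filter, 603 with the filter on 3 libraries, 696 with the replicate block and from 644 to 744 without each library other than ST replicate 2. It was 678 with limma-voom, which was chosen after seeing the values.

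The paper reports 108 DELs specific to ST and 100 specific to LT. Among the lncRNAs called by limma, 2 were at 0 in all LT libraries and 0 were at 0 in all ST libraries. The paper's 625 and 434 DEmRs specific to ST and LT stand against 19 and 16 called mRNAs. With FPKM of 0.1 or less as not expressed, the numbers of mRNAs were 31 and 22, and the gaps stayed. The paper's own list of DELs, read from the files, gives 108 and 100.

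The paper reports 41 FD-DELs with a correlation above 0.9 with a target, and 26 of these passed with the summed FPKM of the target. None of the alternatives set before the data were examined closed the gap. With any mRNA of the target gene, a choice made after seeing the values, 40 passed.

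Of genes the paper calls, EGF, LDHA, IFRD1, CCNYL1, PPARGC1A, ABRA, the MYOZ2 locus and CDC34 had an adjusted p above 0.05 from summed FPKM, and passed with the replicate block and without ST replicate 2. The transcripts ENSSSCT00000031210 of CCNYL1 and ENSSSCT00000037744 of the MYOZ2 locus passed without ST replicate 2.

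The paper states that CREB1 is expressed in LT alone. Its summed FPKM was 2.73 in LT and 3.96 in ST, and 4 of 5 transcripts were above 0 in both muscles. The paper gives LDHA as higher and SLC25A4 as lower in ST in Fig. 3D, where it reports qPCR that matched its RNA-seq. That qPCR was not analysed here, and which transcripts it measured was not examined. The summed FPKM of LDHA had a log2 fold change of -3.28 and that of SLC25A4 of 0.12, while the transcripts listed for them had 2.39 and -2.78. The paper places both kinds of RNA mainly on chromosomes 1 and 6, and for mRNAs chromosome 2 held 3435 and chromosome 1 held 3349. Fig. 2B and the text assign the specific DELs to opposite muscles, and the files match the text, with 108 at 0 in LT. The paper describes the lncRNAs of Fig. 6 as stable among samples, and their median coefficient of variation was 55.7%, against 58.5% for the other DELs.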

Other observations

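The tests on CREB1, on ST replicate 2 and on the GO hit numbers were chosen after the result was seen. Each comparison of LT with ST was set beside the other splits of the libraries that part all 3 same-numbered pairs, of which there are 4 with the real one. As many lncRNAs as in LT against ST were called in 2 of 4 splits. The 74 mRNAs called stand against 6, 26 and 29 in the other splits. For called mRNAs, for their genes, for genes called from summed FPKM, for lncRNAs and for mRNAs at an unadjusted p under 0.05, and for transcripts at 0 in one group, the number was 1 of 4. The 114 genes called from summed FPKM stand against 0, 0 and 0 in the other splits of this kind (1399 at an unadjusted p under 0.05 and the same fold change, against 87, 206 and 104), and against 0 or 1 in each of the 9 other splits. With 4 splits the smallest possible share is 1 of 4, so this test had no way to exclude an accident of grouping. The other 6 of the 10 splits part 1 pair and keep the others together.

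Among readable listed mRNAs at 0 in one muscle, 88.5% of 538 genes had a log2 fold change within 1 from summed FPKM, and 53 moved beyond 1 in the direction of the transcript. Of the 576 mRNAs, 418 were above 0 in 1 library alone, so for these the difference between the muscles rests on 1 library. They were 325 of the 352 at 0 in LT and 93 of the 224 at 0 in ST. Of the 224, 72 were above 0 in all 3 LT libraries. The readable part of the list is ordered by expression in LT replicate 1, so none of these shares is known over the full list. For CREB1, the ratio of ST to LT summed FPKM was 1.45, which goes against a loss of CREB1 expression in ST. The transcript listed in LT and not in ST, ENSSSCT00000039485, was above 0 in 1 of 3 LT libraries, so a share that differs between the muscles was not seen.

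Of 172 pairs of an FD-DEL and an FD-DEG target, 16.9% had r above 0.9 against 5.47% of random pairs, so a difference between muscles shared by any pair does not account for the higher share. For TF pairs the random share was 12.0% against 22.3%. The random share was the higher with Spearman's rho (10.6 against 2.13%), on log2(FPKM + 0.1) (13 against 12.8%) and without ST replicate 2 (19.3 against 16%). It was the lower after centring each muscle on its own mean (8.24 against 19.1%). Without each library other than ST replicate 2 it was also the lower (12.3 to 15.7 against 22.3 to 27.7%). The paper chose these pairs by their correlation, and the share cannot be told apart from that choice.

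The paper relates LT to a higher content of intramuscular fat. The mean log2 FPKM of 8 adipocyte genes, listed before the test, gave an ST minus LT difference of -0.56, but the libraries of LT and ST overlapped (2-sided exact permutation test, p = 0.3, where 0.1 is the smallest possible). LEP, with a log2 fold change of -1.04, was the 1 gene of the 8 lower in every ST library than in every LT library. More adipocytes in the sampled LT tissue are neither shown nor excluded by these genes. The share of the first 1998 entries of the paper's FD list, the only ones read, was not detectably different between targets of DELs and genes near other lncRNAs (Fisher's exact test, p = 0.687). For these entries the shares were 11.3 and 10.9%. The rest of the list was not analysed here, and whether these entries stand for it is not known. The test therefore cannot decide whether genes near any expressed lncRNA reach the 44.6% found with the full list.

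Across transcripts, which are not independent replicates, ST replicate 2 had a correlation of 0.8244 and 0.8266 with ST replicates 1 and 3, and of 0.8272, 0.836 and 0.8262 with LT replicates 1, 2 and 3, while ST replicates 1 and 3 had 0.8507. The mean of 7 slow fibre genes in ST replicate 2 lay 15.2% of the way from LT to ST replicates 1 and 3. The mean log2 FPKM of 6 fast fibre genes was 10.33 in ST replicate 2 and 9.62 to 10.82 in LT. It was 7.01 and 5.11 in ST replicates 1 and 3. Both sets place the fibre genes of that sample near LT, without showing why. Between the muscles, the ST minus LT difference was 2.04 for the slow fibre genes and -2.91 for the fast (2-sided exact permutation test, p = 0.1 and 0.2). If LT tissue had been mixed in, the slow fibre genes would give an LT share of 93.3%. The 50 genes above 1 FPKM in LT and under 1/8 of that level in ST replicates 1 and 3 reached a median of 31.7% of the LT level in ST replicate 2, below that share, and 10 of the 50 stayed under 1/8 of the LT level. With 1/4 and 1/16 in place of 1/8, the medians were 48.2 and 32.2%. ZIC1, with a mean of 8.06 in LT, was at 0 in ST replicate 2. These values go against mixing of LT tissue at the share the slow fibre genes give. The mean of the hindlimb genes in ST replicate 2 lay 76.8% of the way from LT to ST replicates 1 and 3. That mean cannot decide on a mislabelled LT sample, since its genes go both ways. In LT replicate 3 it was 0.14, near the 0.38 of ST replicate 2. Taken singly, 6 of the 10 genes were higher and 3 lower in ST replicate 2 than in every LT library. These were also the directions of ST replicates 1 and 3, which goes against a mislabelled LT sample.

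Of 10 hindlimb genes tested, listed before the test, 6 were higher in every ST library than in every LT library and 3 were lower in every one, where chance gives 10% of genes without overlap. All of them but TBX4 are HOX genes. HOXC9, HOXC11, HOXD8, HOXD9 and HOXA10 are among the HOX genes called above, so these genes are no separate evidence. The lack of overlap may reflect the identity of the hindlimb muscle (6 of 10 genes), as a hypothesis, since GC content could not be tested. The mean log2 FPKM of these genes differed by 0.97 (2-sided exact permutation test, p = 0.1, the smallest possible).

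The largest number of hits of a GO term in the readable part of the paper's table was 2985, above the 1730 target genes and below their 4588 mRNA transcripts, and 14 terms exceeded 1730. This is consistent with terms counted over transcripts of the target genes.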
